A study of Homo sapiens with 48 samples.

How the data were processed

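Total RNA of HEK-293 cells, an established human embryonic kidney line, was sequenced in 48 libraries. Per the labels, cells received 40 nM of a non-targeting siRNA (siNT) or of an siRNA against UPF1LL (siUPF1LL). UPF1 is an RNA helicase of nonsense-mediated mRNA decay (NMD), and UPF1LL is its splice isoform with a longer regulatory loop. Cells were then treated with vehicle or puromycin, an inhibitor of translation, at 25, 50 or 100 µg/mL for 4 h, or with DMSO or thapsigargin, which blocks calcium uptake into the endoplasmic reticulum, at 1 µM for 6 or 9 h. This gives 16 groups of 3 libraries in 3 experiments: puromycin with 24 libraries, thapsigargin for 6 h with 12 and thapsigargin for 9 h with 12. Per the labels' protocols, ribosomal RNA was depleted and libraries were stranded. The aligner, counting tool, genome build, gene annotation and statistical tool were not stated.

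The deposited table lists 13680 genes. It holds the authors' raw counts of reads per gene and the authors' CPM (counts scaled to library size) for each library, both per the file headers. For 10 comparisons it also holds the authors' log2 fold changes and the authors' adjusted p-values (FDR), per the file headers. The ratio of count to CPM, taken from genes with more than 1000 counts, gave library totals that exceeded the listed counts by 0.117 to 0.238%, so the table had been filtered before deposition. The lowest total of a listed gene over all libraries was 571 counts. 22 gene symbols that had become dates were restored through their gene identifiers, and 13362 of the 13680 identifiers were found in the table of gene names. Column names matched all 48 libraries by their titles, and 0 columns of per-sample values were left unmatched.

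The counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test with robust dispersion, TMM factors, 1 mean per group). Each experiment was fitted on its own, so that its groups shared an estimate of the spread. filterByExpr kept all 13680 genes. There were 25 contrasts: 8 of siUPF1LL against siNT within a treatment, 10 of a treatment against its vehicle within an siRNA, 2 of puromycin at 100 against 25 µg/mL, and 5 interactions. An interaction is the treatment effect in siUPF1LL minus that in siNT. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, over all genes tested in a contrast. Normalised counts in the text are TMM-scaled CPM, given as mean ± SD with n = 3. The total counts per library ran from 9.71 to 35.1 M (median 15.5 M). Errors given with fold changes are standard errors of the log2 fold change.

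Genes to be named were chosen by a rule: UPF1; HSPA5, DDIT3, GADD45B, SMG5 and FOS; for each treatment contrast in siNT and each interaction, the 2 highest and the 2 lowest log2 fold changes among called genes with a mean of at least 50 counts, with no overlap between groups for the treatment contrasts; and for the siRNA effect the 3 highest and 3 lowest median changes among genes called in the same direction in at least 6 of the 8 contrasts. The genes given for the difference between 6 and 9 h were chosen after their values were seen. 3 gene lists were tested with fry (limma 3.58.1), with Benjamini-Hochberg adjustment over 54 tests: 20 genes of the unfolded protein response (UPR), 24 genes of NMD factors and their known targets, and 15 early-response genes, of which 13 were in the table. Camera was an alternative.

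Because a treatment effect in siNT enters the interaction with the opposite sign, genes chosen for a large effect in siNT would give a false interaction. The size of the response was therefore measured on held-out replicates. Genes with an adjusted p under 0.05 and a change of at least 1 on the log2 scale were chosen in siNT with 2 replicates per group. Their median change was taken in the left-out replicate of the 4 groups, on log2(CPM + 1), and the 3 held-out medians were averaged. Correlations are across genes, which are not independent replicates. Comparisons that share vehicle libraries are given with the correlation in 20 simulations of unchanged groups. The spread of a correlation was a stratified jackknife over libraries. That spread replaced the SD of leave-one-out values, which understates it, after the first labels had been seen.

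The 3′ untranslated regions (UTRs), GC content and gene length came from GENCODE v29 on GRCh38, with GC content and length for 97.90% of genes and a 3′ UTR for 88.63%. No coordinates were taken from the deposited table. In 11964 genes with a 3′ UTR of at least 50 nt, the presence of each 7-mer found in at least 50 UTRs was set against the log2 fold change in a linear model with UTR length, UTR GC content and gene length. Its statistics are descriptive. The siRNA sequences were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for this step and for the figures.

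The design, contrasts, gene lists, naming rule and the first set of alternatives were fixed before the data were examined. Those alternatives were DESeq2 size factors (RLE) in edgeR, DESeq2 1.42.0, no filter, a mean of at least 50 counts, the replicate number as a block, all 48 samples in 1 fit, only the groups compared, camera for fry, other settings of the held-out measure, Spearman's rho for Pearson's r, and leaving out each replicate in turn. Chosen after the files had been opened were a GC content and length offset per library, the share of ribosomal RNA as a covariate, thinned libraries, leave-one-out values of the correlations, the comparison of 6 and 9 h with its alternatives, and the 7-mer scan, whose prediction for the 3 vehicle conditions was set before it was run. Group labels were also reassigned: all 10 splits of 6 libraries, or 100 splits of the libraries for an interaction. For an interaction, siRNA labels were split within the treated and within the vehicle libraries, and each pair of such splits was used.

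The count-based steps were tested on simulated counts drawn from the real means and library sizes. With 200 of the 13680 genes changed in the contrast tested, edgeR recovered 96% of the changed genes, with 4.95% false among those called. DESeq2 recovered 96.5% and the interaction test 87%, the latter with 6.45% false. These rates are for few and large changes. Each planted change exceeded 0.43 on the log2 scale, the median absolute change of genes called for siUPF1LL against siNT with vehicle. In that contrast 56.0% of genes were called, so the rates do not carry over to contrasts of that kind. In a separate simulation with more genes responding, which chose 774 to 865 genes per direction, a planted response ratio of 0.7 came back as 0.714 for lowered and 0.710 for raised genes, and a ratio of 1 as 0.998 and 0.997. There the ratio was the same for each gene. Differences between the siRNAs that vary by gene were not simulated, so their effect on the ratio is not known. A GC bias planted with no gene changed gave 7923 calls before and 0 after the offset. In simulated log2 fold changes of the 11964 genes with a 3′ UTR, a 7-mer with a planted effect of -0.2 ranked 1 of the 7-mers, and ranked 4733 with no effect planted. Gene-level counts do not separate UPF1 isoforms, so no isoform level is given.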

Results

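RNA was measured by sequencing in 48 libraries of HEK-293 cells, in 16 groups of 3 biological replicates. The groups combined 2 siRNAs, the non-targeting siNT and siUPF1LL, with 8 treatments: vehicle for 4 h, puromycin for 4 h at 25, 50 or 100 µg/mL, DMSO for 6 h, thapsigargin for 6 h, DMSO for 9 h, and thapsigargin for 9 h. The series title names condition- and isoform-dependent UPF1 activity. The contrasts therefore ask which transcripts depend on UPF1LL, and whether that dependence differs when translation is inhibited or the endoplasmic reticulum is stressed.

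Total counts per library ranged from 9.71 to 35.1 M, with a median of 15.5 M. The lowest total was in siUPF1LL with thapsigargin for 9 h (9.71 to 17.9 M over its 3 libraries) and the highest in siUPF1LL with puromycin at 50 µg/mL (14.9 to 35.1 M). Ribosomal RNA genes took a mean of 11.5 ± 1.58% of counts (SD, n = 3) in siUPF1LL with puromycin at 100 µg/mL and 22.9 ± 5.41% in siUPF1LL with thapsigargin for 6 h, against 12.4 ± 1.62% in siNT with DMSO for 6 h. This share counts mitochondrial as well as nuclear ribosomal RNA genes, so it is not only a measure of depletion. For genes with many counts, counting error is small at this depth and the spread between replicates sets the precision. This does not hold for genes with few counts, such as FOS with a mean of 20.2 counts with DMSO for 9 h. Pearson's r of log2 CPM across genes lay between 0.988 and 0.996 for the 48 pairs of replicates, and between 0.910 and 0.996 for libraries of different groups. The chi-square per degree of freedom between replicates was at least 3.65, so no 2 replicates of a group differed by sampling noise alone. The biological coefficient of variation was 6.80% in the puromycin experiment, 6.18% at 6 h and 7.48% at 9 h of thapsigargin.

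**Figure D1:**
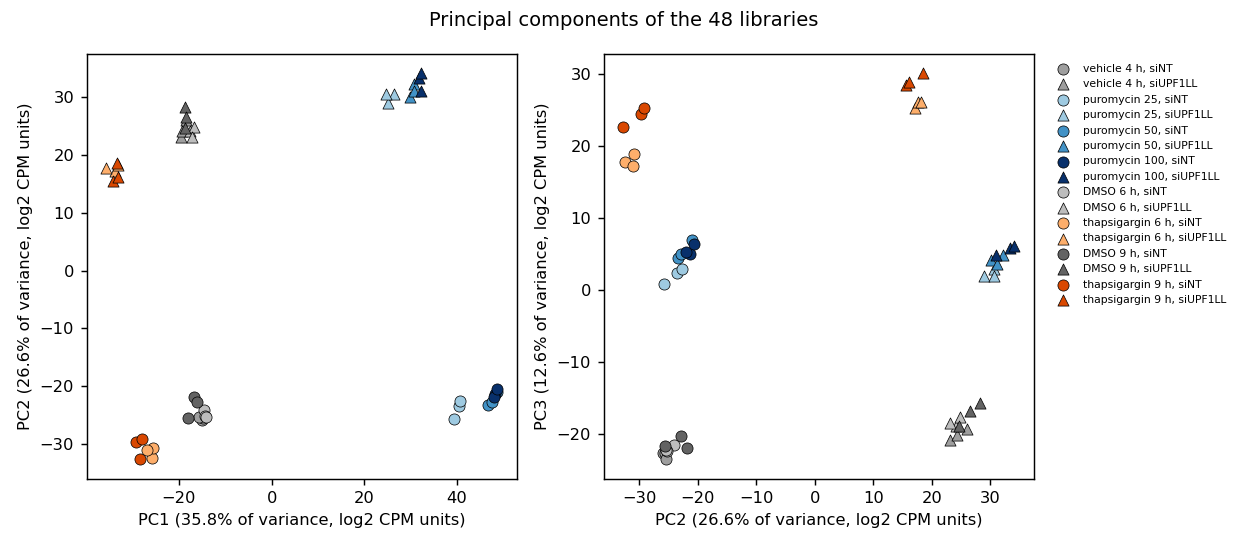
Principal components of log2 CPM for the 48 libraries, PC1 against PC2 on the left and PC2 against PC3 on the right, with circles for siNT, triangles for siUPF1LL and colours for treatments. PC1 holds 35.8%, PC2 26.6% and PC3 12.6% of the variance, and the siRNAs lie apart along PC2.

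The targeted gene is given first. UPF1 (ENSG00000005007) had 165 ± 2.40 normalised CPM in siNT and 163 ± 3.92 in siUPF1LL with vehicle for 4 h (log2 fold change -0.021, SE 0.048, edgeR adjusted p 0.732). It differed by edgeR in 3 of the 8 siRNA contrasts: with puromycin at 25 µg/mL (0.14, adjusted p 0.0130), puromycin at 100 µg/mL (0.13, adjusted p 0.0242) and thapsigargin for 6 h (-0.16, adjusted p 0.00889). Each of these calls was lost on leaving out single libraries: siUPF1LL replicate 1 for 25 µg/mL (log2 fold change 0.10), any of 4 libraries for 100 µg/mL (0.11 without siNT replicate 1, 0.12 without siNT replicate 3, 0.10 without siUPF1LL replicate 2 and 0.11 without siUPF1LL replicate 3), and siNT replicate 3 (-0.13) or siUPF1LL replicate 1 (-0.14) for thapsigargin. With DMSO for 9 h (0.088) the threshold was passed only without siUPF1LL replicate 3 (0.14). The isoform that the siRNA targets differs from the shorter one by 33 nt at the end of exon 7 in GENCODE v29 (chromosome 19, 18853072 to 18853104, GRCh38). Gene-level counts cannot show its share, so they do not check the knockdown or the siRNA labels. Puromycin lowered UPF1 in siNT to 125 ± 1.95 CPM at 25 µg/mL, 122 ± 3.66 at 50 µg/mL and 106 ± 2.75 at 100 µg/mL.

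**Figure D2:**
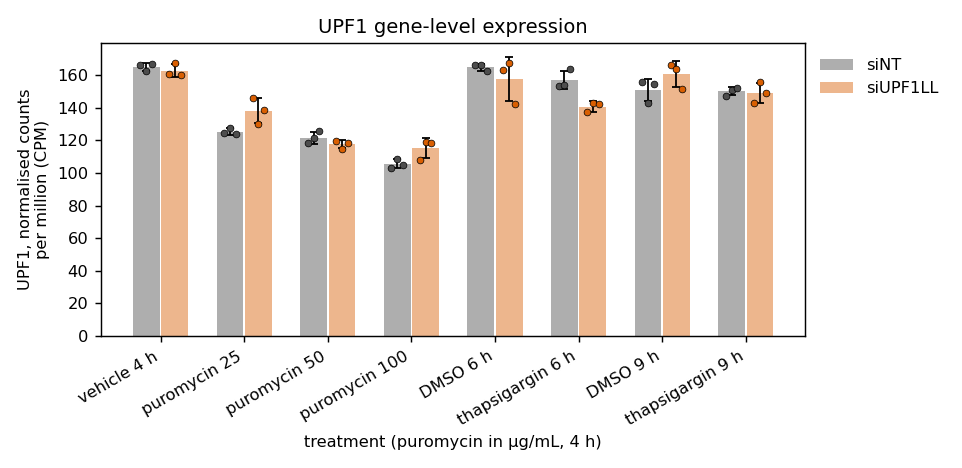
Normalised counts of UPF1 (CPM) in each treatment, with grey for siNT and orange for siUPF1LL, points for libraries, bars for means and error bars for the SD (n = 3). Means ran from 106 in siNT with puromycin at 100 µg/mL to 165 in siNT with vehicle.

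The contrasts of siUPF1LL with siNT ask which transcripts change when UPF1LL is targeted. With vehicle for 4 h, 7655 of the 13680 genes were called (56.0%), 3833 higher and 3822 lower. The alternative that moved this count most was the GC content and length offset, with 8316. Most changes were small: the median absolute log2 fold change of called genes was 0.43, and 560 were called with a change of at least 2-fold. The counts were 7626 with DMSO for 6 h and 7333 with DMSO for 9 h. Under treatment they were 8713, 8734 and 8820 with puromycin at 25, 50 and 100 µg/mL, 7715 with thapsigargin for 6 h and 7142 for 9 h. In the 3 vehicle conditions, which share no library, Pearson's r of the log2 fold changes across genes was 0.905 between vehicle for 4 h and DMSO for 6 h, 0.873 between vehicle and DMSO for 9 h, and 0.873 between the DMSO groups. Of the genes called in both members of these pairs, 6582 of 6582, 5954 of 5962 and 5945 of 5950 had the same direction. Across the 8 contrasts 1503 genes were higher in all and 1578 lower in all, while 1683 were called higher in at least 1 and lower in at least 1.

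Among the genes called in the same direction in at least 6 of the 8 contrasts, the highest medians belonged to B4GALNT1 (ENSG00000135454), PALM3 (ENSG00000187867) and UAP1L1 (ENSG00000197355). With vehicle for 4 h, B4GALNT1 had 41.1 ± 2.49 CPM in siUPF1LL and 6.25 ± 0.37 in siNT (log2 fold change 2.72, SE 0.09, edgeR adjusted p 3.9e-21). PALM3 rose by 2.47 and UAP1L1 by 1.87 on the log2 scale. The lowest medians belonged to ZIK1 (ENSG00000171649), HIST2H3D (ENSG00000183598) and MST4 (ENSG00000134602). ZIK1 had 0.51 ± 0.12 CPM in siUPF1LL and 5.01 ± 0.43 in siNT (log2 fold change -3.28, SE 0.21, edgeR adjusted p 2.1e-14), and MST4 fell by 1.88. HIST2H3D (-1.49) is uncertain, since histone genes share reads with near-identical copies. The 3′ UTR of MST4 holds 1 of the 7-mers of the UPF1LL insertion treated in the closing section.

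**Figure D3:**
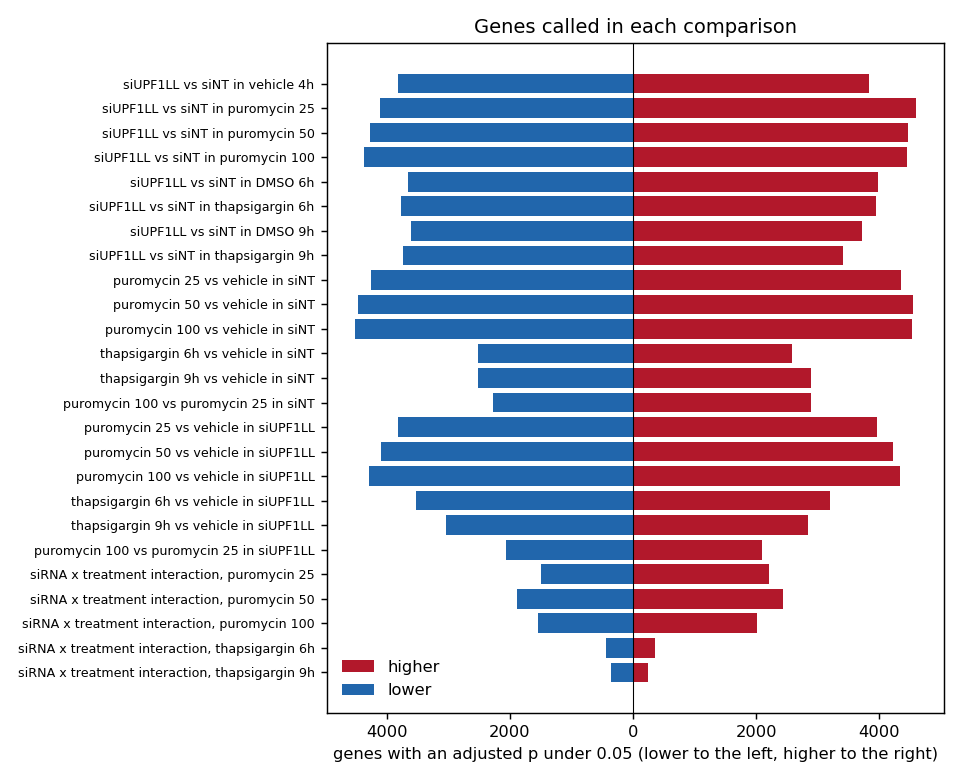
Number of genes with an edgeR adjusted p under 0.05 in each of the 25 contrasts, lower genes to the left in blue and higher genes to the right in red; puromycin doses are in µg/mL. Counts run from 599 for the interaction with thapsigargin for 9 h to 9039 for puromycin at 100 µg/mL in siNT.

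Puromycin against vehicle in siNT asks how the transcriptome responds to inhibited translation. It changed 8616 genes at 25 µg/mL (4355 higher, 4261 lower), 9022 at 50 µg/mL and 9039 at 100 µg/mL. At 25 µg/mL the alternative that moved the count most was a mean of at least 50 counts, with 8293. At 2-fold or more there were 719 higher and 458 lower genes at 25 µg/mL, and 1097 higher and 299 lower at 100 µg/mL. The log2 fold changes of the doses correlated across genes with r of 0.926 (25 and 50), 0.877 (25 and 100) and 0.926 (50 and 100). Unchanged groups against the same vehicle libraries gave mean r of 0.461, 0.498 and 0.469. Between 100 and 25 µg/mL 5153 genes differed, of which 63 by at least 2-fold. In siUPF1LL puromycin changed 7793, 8317 and 8624 genes at the 3 doses, and 4163 differed between 100 and 25 µg/mL.

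At 25 µg/mL in siNT, DHRS2 (ENSG00000100867) had the highest change, from 1.43 ± 0.44 to 17.9 ± 0.82 CPM (log2 fold change 3.55, SE 0.15, edgeR adjusted p 1.8e-19), followed by KLF10 (3.09). CUL3 (ENSG00000036257) had the lowest, from 121 ± 4.03 to 15.7 ± 1.21 CPM (log2 fold change -2.95, SE 0.07, edgeR adjusted p 2.5e-25). RNA18S5 also fell by 2.64, but it is residual ribosomal RNA with 5960 ± 3682 CPM in vehicle, and its call was lost without vehicle replicate 3 (-1.97), or without puromycin replicate 2 or 3. At 50 µg/mL the extremes were HIST1H3D (4.32, uncertain for shared reads), DHRS2 (3.51), CUL3 (-2.95) and DDX3X (-2.43). At 100 µg/mL they were HIST1H3D (4.80), GADD45G (3.94), CUL3 (-2.99) and DDX3X (-2.51). Of the genes named in advance, GADD45B rose by 2.01, 2.57 and 2.60 with dose and FOS by 2.15, 2.35 and 2.36. DDIT3 rose by 1.43, 1.82 and 1.75. HSPA5 changed by -1.10, -1.18 and -1.43, and SMG5 by -0.39, -0.45 and -0.47. All 15 of these changes had an edgeR adjusted p of 3.2e-09 or lower.

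Thapsigargin against DMSO asks for the response to stress of the endoplasmic reticulum. In siNT it changed 5090 genes at 6 h (2580 higher, 2510 lower) and 5409 at 9 h (2891 higher, 2518 lower). The alternative that moved the 6 h count most was DESeq2, with 4492. In siUPF1LL the counts were 6718 and 5872. HSPA5 (ENSG00000044574) rose in siNT from 67.7 ± 6.60 to 1377 ± 104 CPM at 6 h (log2 fold change 4.35, SE 0.08, edgeR adjusted p 1.1e-16) and from 84.7 ± 4.94 to 1572 ± 93.0 at 9 h (4.21). DDIT3 rose by 4.04 and 4.15. The highest change at 6 h was that of CHAC1 (ENSG00000128965, 4.54), and at 9 h that of OSTN (ENSG00000188729, 4.61, from 2.49 ± 0.66 to 60.2 ± 7.04 CPM), followed by CHAC1 (4.41). The lowest at 6 h were HSPA1A (-4.20), uncertain because it shares reads with a near-identical copy, and DGAT2 (-3.29), and at 9 h DGAT2 (-2.84) and COL26A1 (-2.01). SMG5 did not pass the threshold at either time (0.11, edgeR adjusted p 0.0572, and 0.090, 0.157), but did at 6 h without replicate 1 of DMSO (0.14) or of thapsigargin (0.13). GADD45B rose at 6 h (0.63, edgeR adjusted p 2.7e-05), with 0.11 at 9 h (0.511). FOS rose by 1.33 and 1.21. The log2 fold changes at 6 and 9 h, which share no library, correlated across genes with r 0.833.

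The difference between the thapsigargin effects at 9 and 6 h in siNT, fitted on the 24 libraries of both experiments, was called in 137 genes, 94 higher and 43 lower. Leaving out 1 library gave 58 genes without DMSO 6 h replicate 3, 62 without thapsigargin 9 h replicate 1, 68 without DMSO 6 h replicate 2, 72 without DMSO 9 h replicate 1, 74 without thapsigargin 6 h replicate 3 and 89 without DMSO 9 h replicate 2. At an unadjusted p under 0.05 there were 1604. Of the 137, 113 changed in the same direction at both times, and 109 of these more at 9 h. Each time point is its own experiment, so time and experiment are confounded. Between the DMSO groups of siNT, 2 genes differed (COL12A1, 1.95, and ZCCHC12, -0.36, both with an edgeR adjusted p of 0.0150), and 951 at an unadjusted p under 0.05. Leaving out replicate 3 of DMSO 6 h or replicate 1 of DMSO 9 h gave 1 gene, and leaving out any of the other 4 libraries gave 0. A fit of these 6 libraries alone gave 40.

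The interactions ask whether the response to a treatment depends on UPF1LL. Puromycin gave 3703 genes at 25 µg/mL (2204 higher, 1499 lower), 4324 at 50 µg/mL (2443 higher, 1881 lower) and 3561 at 100 µg/mL (2011 higher, 1550 lower). At 25 µg/mL the alternative that moved the count most was the share of ribosomal RNA as a covariate, with 2739. Thapsigargin gave 802 genes at 6 h (360 higher, 442 lower) and 599 at 9 h (243 higher, 356 lower). The 6 h count was 516 without siNT DMSO replicate 2, 520 without siNT DMSO replicate 3 and 1211 without siNT thapsigargin replicate 1. The 9 h count was 324 without siUPF1LL thapsigargin replicate 3, 374 without siUPF1LL DMSO replicate 2, 380 without siNT thapsigargin replicate 2 and 382 without siNT DMSO replicate 1. The puromycin interactions correlated across genes with r of 0.681 (25 and 50 µg/mL), 0.708 (25 and 100) and 0.748 (50 and 100), against mean r of 0.480, 0.501 and 0.490 for unchanged groups with the same vehicle libraries.

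Among the interactions with puromycin at 25 µg/mL, ZNF572 (ENSG00000180938, log2 fold change -2.17, SE 0.25, edgeR adjusted p 1.1e-07) and FILIP1L (-1.55) were lowest. At 100 µg/mL FBLN5 (ENSG00000140092, 1.71, SE 0.25, edgeR adjusted p 6.6e-06) and DHX35 (1.34) were highest, and ZNF572 (-2.01) and CELSR3 (-1.62) lowest. At 50 µg/mL RGPD5 (2.01) was among the highest, but it is uncertain for reads shared with paralogs. The remaining extremes at 25 and 50 µg/mL were small structural RNAs with copies elsewhere and are uncertain: RNU5F-1 (3.61), RNU2-64P (2.47), RN7SL5P (10.86), RN7SKP230 (-2.48) and RNU4ATAC (-2.27). The calls of RNU2-64P, RN7SKP230 and RNU4ATAC were lost on leaving out any of 11, 9 and 10 of the 12 libraries, for example siUPF1LL puromycin replicate 2 (2.58, -2.08 and -1.83). RN7SL5P had 2307 ± 887 CPM in siUPF1LL and 126 ± 197 in siNT at 50 µg/mL. With thapsigargin for 6 h the extremes were PTGS2 (ENSG00000073756, 1.96, SE 0.38, edgeR adjusted p 0.00155), OSTN (1.53), ETV1 (-1.44) and KLHL14 (-1.23). With thapsigargin for 9 h they were OSTN (1.90), UNC13A (1.67), CCDC80 (-1.35) and CSRNP3 (-1.30). ZNF572, ETV1, CCDC80 and CSRNP3 carry a UPF1LL insertion 7-mer in the 3′ UTR.

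On held-out replicates, genes lowered by puromycin in siNT fell less in siUPF1LL. The choice was made in siNT alone, and the reverse choice in siUPF1LL was not run. A ratio under 1 can thus also come from siRNA differences that vary by gene. Across genes, the responses at 25 µg/mL in siNT and siUPF1LL correlated with r 0.777. At 25 µg/mL their median log2 fold change was -1.13 ± 0.06 (SD of 3 held-out replicates) in siNT and -0.63 ± 0.06 in siUPF1LL, a median interaction of 0.51 ± 0.10 over 424 to 490 genes. The ratio of siUPF1LL to siNT was 0.560 ± 0.068 at 25, 0.599 ± 0.074 at 50 and 0.683 ± 0.012 at 100 µg/mL. Genes raised by puromycin rose less in siUPF1LL, with ratios of 0.776 ± 0.013, 0.757 ± 0.037 and 0.791 ± 0.017 and median interactions of -0.27 ± 0.02, -0.27 ± 0.04 and -0.27 ± 0.02. With thapsigargin the ratio was 1.07 ± 0.060 for raised and 1.04 ± 0.039 for lowered genes at 6 h, and 0.935 ± 0.022 and 1.01 ± 0.014 at 9 h. These ratios moved under other settings. Genes chosen by the adjusted p alone gave 1.13 ± 0.064 and 1.19 ± 0.026 at 6 h, and 0.908 ± 0.018 and 0.993 ± 0.016 at 9 h. A pseudocount of 5 gave 1.08 ± 0.033 and 1.16 ± 0.092, and 0.937 ± 0.043 and 1.16 ± 0.079. RLE factors gave 1.07 ± 0.053 and 1.01 ± 0.028, and 0.941 ± 0.029 and 0.951 ± 0.035. The alternative that moved the lowered genes at 25 µg/mL most was the adjusted p alone, with an interaction of 0.22.

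**Figure D4:**
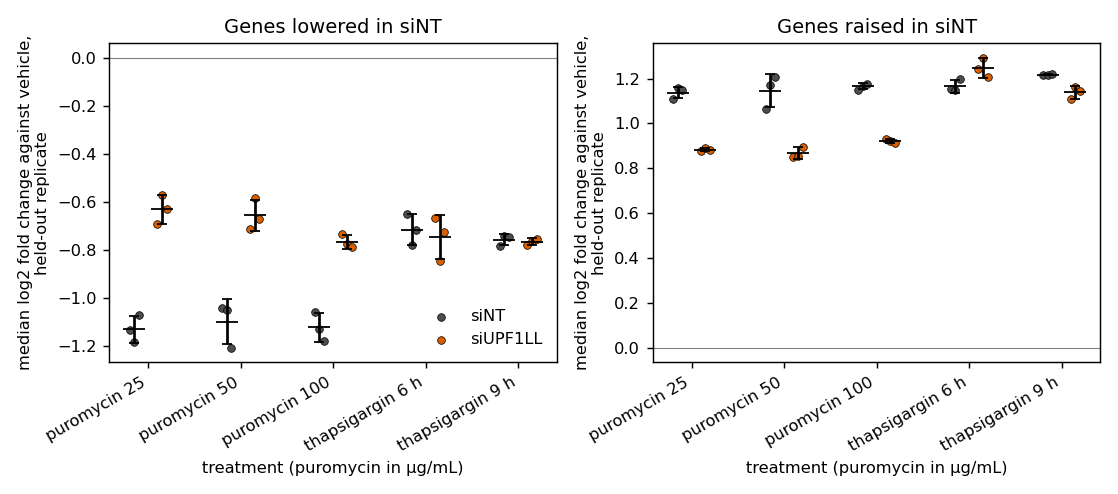
Median log2 fold change against vehicle in each held-out replicate, for genes lowered (left) or raised (right) in siNT, with grey for siNT, orange for siUPF1LL, points for replicates and bars for mean and SD (n = 3). For puromycin, the siUPF1LL medians lie nearer 0 than the siNT medians in each held-out replicate.

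All 20 UPR genes rose with thapsigargin in siNT, counted over all genes and adjusted over the list alone, with medians of 2.46 at 6 h and 2.72 at 9 h (fry adjusted p 1.4e-12 and 4.0e-13). With thapsigargin for 9 h the list was lower in siUPF1LL than in siNT (median -0.35, fry adjusted p 8.5e-07; 14 genes lower and 1 higher over all genes, 15 and 1 adjusted over the list alone), and its interaction had a median of -0.44 (fry adjusted p 7.8e-06; 13 lower and 2 higher, 17 and 2 adjusted over the list alone). At 6 h its interaction median was -0.10 (fry adjusted p 0.0784), and -0.058 without siNT thapsigargin replicate 2. HSPA5 was lower in siUPF1LL, with log2 fold changes of -0.63 at 6 h (SE 0.07, edgeR adjusted p 1.1e-06) and -0.81 at 9 h (SE 0.06, edgeR adjusted p 2.1e-10), as was DDIT3 with -0.42 at 9 h (edgeR adjusted p 8.4e-05). HSPA5 was already lower with DMSO for 9 h (-0.35, edgeR adjusted p 6.1e-05) and for 6 h (-0.22, edgeR adjusted p 0.0224), the latter not called without siNT replicate 1 (-0.16) or 2 (-0.21) or siUPF1LL replicate 1 (-0.22) or 2 (-0.21). DDIT3 was higher with vehicle for 4 h (0.58, edgeR adjusted p 0.00012). Its change with thapsigargin for 6 h was 0.026 (edgeR adjusted p 0.753), and -0.017 without siUPF1LL replicate 3. DDIT3 was also higher with puromycin at 25 µg/mL (0.27, edgeR adjusted p 0.0171). That call was lost without siNT replicate 2 (0.16) or siUPF1LL replicate 2 (0.23). DDIT3 with DMSO for 6 h (0.17) was called only without siNT replicate 1 (0.32). For DMSO at 9 h (0.25) it was called only without siNT replicate 3 (0.36) or siUPF1LL replicate 3 (0.43). HSPA5 with vehicle (-0.17) was called only with RLE factors (-0.19), or without siNT replicate 2 (-0.21) or siUPF1LL replicate 3 (-0.28). In the other 7 siRNA contrasts, in puromycin against vehicle in siNT and in the puromycin interactions, the UPR list did not pass the threshold. The lists were not tested for treatments within siUPF1LL or between doses. Exceptions among the alternatives were puromycin at 50 µg/mL in siUPF1LL against siNT (median 0.019), which passed with RLE factors (0.0019), with the replicate number as a block (0.020), and without siNT replicate 1 (-0.040) or siUPF1LL replicate 2 (-0.0065), DMSO for 9 h without siUPF1LL replicate 3 (0.070), and puromycin at 100 µg/mL against vehicle in siNT with RLE factors (-0.36).

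The early-response list rose with puromycin in siNT at 25, 50 and 100 µg/mL (medians 1.18, 1.27 and 1.25; fry adjusted p 6.6e-13, 2.6e-13 and 3.3e-13), with 12, 13 and 13 of 13 genes higher over all genes and adjusted over the list alone. Its interactions had medians of -0.54, -0.49 and -0.37 (fry adjusted p 2.7e-06, 1.4e-06 and 0.00012), with 7, 7 and 6 genes lower over all genes, 8, 7 and 6 adjusted over the list alone, and 1 higher at each dose. In siUPF1LL against siNT it was lower with puromycin at 25 and 50 µg/mL (medians -0.34 and -0.23; fry adjusted p 2.3e-09 and 1.2e-09), the first with -0.53 without siUPF1LL replicate 3. At 100 µg/mL it passed the test (7.6e-08) with a median of -0.046, which was 0.011 without siUPF1LL replicate 1, -0.088 without replicate 2 and -0.071 without replicate 3. FOS was lower in siUPF1LL, with log2 fold changes of -0.64, -0.74 and -0.63 at the 3 doses. It was higher with DMSO for 6 h (0.72, edgeR adjusted p 0.0133), which was lost without siNT replicate 1 (0.50) or siUPF1LL replicate 1 (0.65). With thapsigargin for 9 h it was also higher (0.84, edgeR adjusted p 0.0069), which was lost without siUPF1LL replicate 2 (0.62). The list also passed with thapsigargin in siNT at 6 h (0.46) and 9 h (0.27), the latter not under camera and with 0.41 without thapsigargin replicate 1.

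The NMD list rose with puromycin in siNT at 50 and 100 µg/mL (medians 0.23 and 0.16, fry adjusted p 1.4e-12 and 1.0e-12). It also rose with thapsigargin at 6 and 9 h (0.29 and 0.11, fry adjusted p 6.7e-08 and 1.0e-06). Over all genes, 14 of its 24 genes were higher and 8 lower at 50 µg/mL, and 12 and 8 at 100 µg/mL. The counts with thapsigargin were 13 and 2 at 6 h, and 11 and 3 at 9 h. These 4 list calls held under camera. With puromycin at 25 µg/mL (median 0.032) it passed under fry alone, with 0.056 without vehicle replicate 1, 0.059 without puromycin replicate 1, 0.012 without vehicle replicate 2 and 0.069 without vehicle replicate 3. The interaction at 25 µg/mL had a median of 0.22 (fry adjusted p 8.3e-05; 10 genes higher and 3 lower over all genes, 15 and 4 adjusted over the list alone), and the other 4 interactions did not pass. In siUPF1LL against siNT it passed under fry in 6 contrasts, and in none of them under camera. In 5 of these its median was negative, from -0.13 with vehicle (12 genes lower, 4 higher over all genes; 13 and 4 adjusted over the list alone) and with DMSO for 9 h to -0.059 with DMSO for 6 h, and with puromycin at 25 µg/mL it was 0.083. With thapsigargin for 9 h its median of -0.071 was -0.11 without siUPF1LL replicate 2 and -0.041 without replicate 3. With puromycin at 50 µg/mL (-0.076) it passed with RLE factors (-0.093) or without siNT replicate 1 (-0.079), and at 100 µg/mL (-0.020) with RLE factors (-0.029) or without siUPF1LL replicate 1 (0.0028). Among genes named in advance, SMG5 was lower in siUPF1LL with vehicle (-0.21, edgeR adjusted p 0.000148), DMSO for 6 h (-0.21, 0.000173) and DMSO for 9 h (-0.13, 0.0322), the last not called without siNT replicate 1 (-0.12) or 3 (-0.10) or siUPF1LL replicate 1 (-0.12) or 3 (-0.10). It was not called with puromycin (-0.024, -0.034 and -0.050 at 25, 50 and 100 µg/mL) or with thapsigargin for 6 h (-0.094; called without siNT replicate 1, -0.12) or 9 h (-0.058). GADD45B was higher with vehicle (0.47, 0.000614), DMSO for 6 h (0.49, 0.000239), DMSO for 9 h (0.68, 7.5e-05) and thapsigargin for 9 h (0.54, 0.0008), with 0.12 for 6 h (0.325) and 0.081 with puromycin at 25 µg/mL (0.424). At 50 µg/mL it was lower (-0.20, 0.0385), which was lost without siNT replicate 2 (-0.20) or 3 (-0.14) or siUPF1LL replicate 1 (-0.19), 2 (-0.21) or 3 (-0.21). At 100 µg/mL it was -0.017 (0.866), and 0.050 without siNT replicate 3, 0.012 without siUPF1LL replicate 1 and 0.018 without siUPF1LL replicate 3.

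For the 10 comparisons in the authors' deposited table, the log2 fold changes there and those from edgeR correlated across genes with r between 0.991 and 0.997. For siUPF1LL against siNT with vehicle, the authors' deposited table had 7951 genes with an FDR under 0.05. Of these 7410 were also called by edgeR, and 0 in the opposite direction, as in each of the other comparisons.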

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

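The tests against siRNA seed matches, the within-group shuffles of the ribosomal RNA share, the use of the DMSO groups as a batch test for the difference between 6 and 9 h, and the list checks were chosen only after the results were seen.

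The response to puromycin differed between siUPF1LL and siNT in 3703 genes at 25 µg/mL, 4324 at 50 µg/mL and 3561 at 100 µg/mL, by the interaction test itself. When the 12 libraries of each interaction were fitted alone the counts were 4086, 4208 and 3323. Of 100 splits of these libraries, 1, the real one, gave as many, and the highest other split gave 1659, 1528 and 804. The other splits mix groups that differ in many genes, which widens the spread within groups, so these splits carry little weight for or against an interaction. A GC content and length offset gave 4096, 4525 and 4325 genes, which argues against such a bias as the whole cause. Thinning to the smallest library gave 3191, 3815 and 2895, which argues against depth. With the share of ribosomal RNA as a covariate there were 2739, 4486 and 3613. The 2739 genes called at 25 µg/mL argue against that share as the whole cause there. Shares shuffled within groups gave 2610 to 3521 genes at this dose (median 2908.5). A fall of this size thus also came with shuffled shares, which keep each group's mean share. A part of the ribosomal RNA share in the fall from 3703 stays open.

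One weaker response of the whole programme would give raised and lowered genes the same ratio of siUPF1LL to siNT. The choice of genes in siNT alone can also lower either ratio, by an amount that was not simulated. On held-out replicates the ratio of raised genes exceeded that of lowered genes by 0.217, 0.158 and 0.108, against a spread of 0.070, 0.082 and 0.021. With genes chosen by adjusted p alone the ratios of raised and lowered genes were closer: 0.830 and 0.628 (SD 0.0561 and 0.105) at 25 µg/mL, 0.782 and 0.662 (SD 0.0482 and 0.132) at 50 µg/mL, and 0.829 and 0.776 (SD 0.0095 and 0.0177) at 100 µg/mL. At 50 µg/mL that difference is within the spread, so there a uniformly weaker response is not excluded for this wider set of genes. The share of called genes with a 3′ UTR match to the insertion 7-mers was 1.22, 1.13 and 1.07 times the share without, which argues against these 2 7-mers as the whole cause; related 7-mers were not counted. A dependence of the puromycin response on UPF1LL stays open as a hypothesis, as does any other action of this siRNA, since 1 siRNA was used and the isoform level was not measured.

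The response to thapsigargin differed in 802 genes at 6 h and 599 at 9 h by the interaction test. The real split was again the 1 of 100 with as many genes, with at most 3 and 11 genes in another split. The same limit applies, since those splits mix siRNAs within a treatment. The GC content and length offset gave 1317 and 1543 genes, thinned libraries 748 and 484, and the ratio of called shares with a seed match was 1.23 and 1.10. That ratio joins 2 opposite directions. Of genes with a match 5.67% were called lower at 6 h and 4.28% at 9 h, against 2.93% and 2.45% without, and 1.72% and 0.834% higher, against 3.10% and 2.18%. TTAGTCA ranked 1 of 16182 7-mers for a lower interaction at both times (-0.061 and -0.056). Seed pairing thus stays open as a source of part of the lower calls, of which 25.5% and 23.6% had a match. At 9 h the ribosomal RNA share as a covariate gave 757. At 6 h it gave 376 of 802. There the share of ribosomal RNA and the treatment cannot be told apart, since siUPF1LL with thapsigargin for 6 h also had the highest share. Shuffles of the share within groups (165 to 728 genes, median 302) keep each group's mean share and do not separate them. Leaving out 1 library gave 516 without siNT DMSO replicate 2, 520 without siNT DMSO replicate 3 and 1211 without siNT thapsigargin replicate 1 at 6 h. At 9 h it gave 324 without siUPF1LL thapsigargin replicate 3, 374 without siUPF1LL DMSO replicate 2, 380 without siNT thapsigargin replicate 2 and 382 without siNT DMSO replicate 1.

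The thapsigargin effect in siNT differed between 9 and 6 h in 137 genes. With the 12 siNT libraries fitted alone it was 91, reached by 1 of 100 splits, the real one, with 0 genes in the highest other and the limit given above. Each time point is its own experiment. The DMSO groups of these experiments differed in 2 genes, and in 40 when fitted alone, where 1 of 10 splits, the real one, gave as many. Time and experiment cannot be told apart, because no group was measured in both. The count was 58 without DMSO 6 h replicate 3, 62 without thapsigargin 9 h replicate 1, 68 without DMSO 6 h replicate 2, 72 without DMSO 9 h replicate 1, 74 without thapsigargin 6 h replicate 3 and 89 without DMSO 9 h replicate 2.

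5 list interactions passed the test. The NMD list had a median interaction of 0.22 with puromycin at 25 µg/mL. It was 0.22 with the GC content and length offset, which argues against such a bias as the whole cause, but camera did not call it. Of its 24 genes 18 had a 3′ UTR that was scored, 5 of them with a seed match, and the median of those without was 0.19. The other 6 genes were not scored, so seed pairing stays open there. The early-response list had medians of -0.54, -0.49 and -0.37 at 25, 50 and 100 µg/mL. With the offset they were -0.58, -0.43 and -0.29. None of its 13 genes had a seed match, so the medians without a match were likewise -0.54, -0.49 and -0.37. The UPR list had a median of -0.44 with thapsigargin for 9 h, -0.44 with the offset and -0.44 over its genes without a match (4 of 20 had one). A weaker UPR in siUPF1LL may follow from the loss of UPF1LL, as a hypothesis from 1 siRNA and 1 experiment.

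With the 6 libraries compared fitted alone, each of the 20 siRNA, treatment and dose counts was reached by 1 of the 10 splits of its 6 libraries, the real one, and the highest other split gave 0 or 1 genes. With 3 against 3 libraries this share cannot go below 0.1.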

How the results depend on the processing

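The offset, covariate, thinning, leave-one-out correlations and all alternatives for 6 against 9 h were chosen only after the results were seen. Of 206 counts under other settings, 27 repeat the reported fit and test nothing: the 25 without the filter, which removed no gene, and the 2 thapsigargin interactions with only the groups compared. Of the other 179, 173 were within 1.5 times the reported count. The interaction with thapsigargin for 6 h gave 1317 genes with the GC content and length offset and 376 with the ribosomal RNA covariate, and that for 9 h gave 1543 with the offset and 1165 with all 48 samples in 1 fit. The 6 h calls were mostly higher with a mean of at least 50 counts (469 higher, 371 lower) and thinned libraries (450 and 298), against 360 and 442. With only the groups compared, the difference between 9 and 6 h gave 91 genes and the DMSO groups 40 (36 higher, 4 lower). The cause was not tested. The median of all genes moved by less than 0.04 under each setting.

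Leaving out 1 library gave 516 (without siNT DMSO replicate 2) to 1211 (without siNT thapsigargin replicate 1) genes for the 6 h interaction, 324 (without siUPF1LL thapsigargin replicate 3) to 553 for that at 9 h, 58 to 123 for 9 against 6 h, and 0 to 1 for the DMSO groups.

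Of 162 list values 144 kept their direction and side of the threshold. Camera, with its preset correlation, lost 9 calls of fry at unchanged medians: the NMD list in siUPF1LL against siNT with vehicle (-0.13), puromycin at 25 µg/mL (0.083), DMSO 6 h (-0.059), thapsigargin 6 h (-0.088), DMSO 9 h (-0.13) and thapsigargin 9 h (-0.071), the NMD list with puromycin at 25 µg/mL in siNT (0.032) and in its interaction (0.22), and the early-response list with thapsigargin for 9 h (0.27). RLE factors added calls, in siUPF1LL against siNT, for the UPR list (0.0019) and the NMD list (-0.093) with puromycin at 50 µg/mL, the NMD list at 100 µg/mL (-0.029), and the early-response list with DMSO for 6 h (0.0043) and thapsigargin for 9 h (0.41), and for the UPR list with puromycin at 100 µg/mL in siNT (-0.36). They reversed the UPR list with thapsigargin for 6 h (-0.0016) and DMSO for 9 h (-0.00030). The cause was not tested.

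Leave-one-out medians of siUPF1LL against siNT that changed a direction or call were, for the UPR list, -0.040 to 0.062 with puromycin at 50 µg/mL, -0.030 to 0.013 with DMSO 6 h, -0.019 to 0.025 with thapsigargin 6 h and -0.019 to 0.070 with DMSO 9 h. For the NMD list they were -0.085 to -0.052 at 50 µg/mL and -0.056 to 0.0028 at 100 µg/mL. For the early-response list they were -0.088 to 0.011 at 100 µg/mL, -0.0063 to 0.16 with DMSO 6 h and 0.31 to 0.45 with thapsigargin 9 h. For interactions they were -0.069 to 0.026 (UPR, 50 µg/mL), -0.21 to 0.12 (early-response, 6 h), 0.0095 to 0.24 (early-response, 9 h) and -0.033 to 0.032 (NMD, 9 h).

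Of 30 held-out values 16 stayed within the replicate spread. Genes chosen by the adjusted p alone have smaller effects, and gave interactions of 0.22, 0.20 and 0.12 for genes lowered at 25, 50 and 100 µg/mL, -0.12, -0.16 and -0.14 for raised genes, and 0.012 (reversed) and -0.058 for genes lowered and raised by thapsigargin for 9 h. A pseudocount of 5 gave 0.30 for lowered genes at 100 µg/mL, -0.20, -0.20 and -0.19 for raised genes, and -0.090 for genes raised at 9 h, where RLE factors gave -0.10. The direction of the puromycin interactions held in each of these.

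Of 17 correlations 11 stayed within their spread. With a mean of at least 50 counts, r of the siRNA effect was 0.935, 0.907 and 0.908 and that of thapsigargin at 6 and 9 h 0.892. Spearman's rho was 0.853 for puromycin at 25 and 100 µg/mL and 0.757 for thapsigargin. Leave-one-out values were 0.888 to 0.904, 0.856 to 0.880 and 0.808 to 0.830 for the siRNA effect between vehicle and DMSO 6 h, between the DMSO groups and for thapsigargin, and 0.905 to 0.928 and 0.898 to 0.933 for puromycin. The cause was not tested.

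UPF1 in siUPF1LL against siNT with thapsigargin for 9 h (-0.0092) reversed to 0.0038 with RLE factors and 0.0046 with DESeq2, and the cause was not tested. Its leave-one-out values were 0.10 to 0.18 and 0.10 to 0.17 with puromycin at 25 and 100 µg/mL, -0.11 to 0.0028 with DMSO 6 h, -0.17 to -0.13 with thapsigargin 6 h, 0.05 to 0.14 with DMSO 9 h and -0.040 to 0.019 with thapsigargin 9 h. Of 453 values of named genes, 449 kept their side. In siUPF1LL against siNT, leaving out 1 library reversed HSPA5 with puromycin at 25 µg/mL (-0.10 to 0.014), DDIT3 at 50 µg/mL (-0.12 to 0.099) and with thapsigargin 6 h (-0.017 to 0.075), and GADD45B at 100 µg/mL (-0.096 to 0.050), none of them called.

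By a rule that needs each value above 0.1, the replicate numbers paired the samples in no contrast (lowest correlation of same-number replicates -0.305, highest 0.357). The values were all positive for siUPF1LL against siNT with puromycin at 100 µg/mL (0.357, 0.089 and 0.299). They were also positive for thapsigargin for 9 h in siNT (0.110, 0.056 and 0.273). Each other contrast had a negative value. Whether replicates of a number were prepared together stays open. As a block they gave 7606 genes for the siRNA effect with vehicle, and 634 and 408 for the interactions with thapsigargin. The block changed 4 calls: the UPR list in siUPF1LL against siNT at 50 µg/mL passed (0.020), and RNU2-64P, RN7SKP230 and RNU4ATAC did not.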

Other observations

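The 2 7-mers below and the extension of the scan to all siRNA contrasts and interactions were chosen only after the results were seen, as were the tests on genes with and without a match. The scan in the 3 vehicle conditions and the test of UTR length were set after the files had been opened, but before they were run.

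An siRNA can also lower other transcripts through its seed, a short stretch that pairs with 3′ UTRs. The siRNA sequences were not used here. An siRNA specific to UPF1LL has to overlap the insertion of 33 nt (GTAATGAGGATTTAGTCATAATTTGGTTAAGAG). The 7-mers of the insertion and of 20 nt on each side, on either strand, were therefore compared with all others. Of 16182 7-mers, TTAGTCA (insertion position 12, chromosome 19, 18853083 to 18853089, GRCh38) ranked 1 for lower expression in siUPF1LL with vehicle for 4 h, DMSO for 6 h and DMSO for 9 h. Its effect with vehicle was -0.23 on the log2 scale over 1147 UTRs, and the overlapping TTTAGTC ranked second there. The chance that any of the 134 region 7-mers falls among the top 10 is about 8%. That is a looser event than rank 1, so it overstates the chance of what was seen. With vehicle 3 region 7-mers, which overlap one another, were in the top 10. TTAGTCA ranked 1 in the other 5 siRNA contrasts and in both thapsigargin interactions as well. In the puromycin interactions the best region 7-mer ranked 35, 72 and 52 at 25, 50 and 100 µg/mL, and that at 50 µg/mL (GGCTCAT) lies beside the insertion. These statistics are descriptive and genes are not independent.

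With vehicle, 45.7% of the 1798 genes with either 7-mer were called lower, against 26.6% of the 10166 without. Genes with a match made up 23.3% of the lower calls. Genes with a match were called in either direction 1.12, 1.11 and 1.10 times as often as those without, for vehicle, DMSO 6 h and DMSO 9 h. Between these conditions r of the siRNA effects across genes was 0.938, 0.894 and 0.893 among genes without a match and 0.960, 0.930 and 0.921 among those with one. Genes without a match lack only TTAGTCA and TTTAGTC. Their 3′ UTRs may hold TAGTCAT (-0.16), which is also a 7-mer of the insertion but was not counted as a match. They may also hold related 7-mers such as ATTAGTC (-0.16). Both TAGTCAT and ATTAGTC ranked among the 10 most tied to lower expression with vehicle. Seed pairing of the siRNA may thus account for part of the lower calls, as a hypothesis, and how large that part is stays open. Of the named genes DDX3X, ZNF572, ETV1, CCDC80, CSRNP3 and MST4 carry a match.

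The 7-mers most tied to higher expression with vehicle were GCAACCA (0.12) and AGCAACC (0.12), for which no cause was tested. Both were also among the 10 most tied to higher expression in each of the other siRNA contrasts. The non-targeting siNT is itself an siRNA. Whether its seed has a part in the higher calls of siUPF1LL against siNT was not tested and stays open. Longer 3′ UTRs are a feature of some NMD targets. Spearman's rho of UTR length and the siRNA effect across genes, which are not independent, was -0.0257 with vehicle, -0.0086 with DMSO for 6 h and -0.0922 with DMSO for 9 h, all within the 0.1 set before. Outside these 3 conditions it was 0.0931, 0.0909 and 0.0314 with puromycin at 25, 50 and 100 µg/mL, 0.0052 with thapsigargin for 6 h and -0.117 for 9 h. For the interactions it was 0.180, 0.175 and 0.0959 with puromycin and 0.0317 and -0.0362 with thapsigargin. With UTR GC content, for which no prediction was set, rho was larger in most contrasts. It was 0.208, 0.185 and 0.370 in the 3 vehicle conditions, -0.0088, -0.0206 and 0.138 with puromycin, and 0.0949 and 0.346 with thapsigargin. For the interactions it was -0.283, -0.291 and -0.0686 with puromycin and -0.155 and -0.0625 with thapsigargin. The cause was not tested.

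RN7SL5P, a copy of the signal recognition particle RNA, ranged from 10.8 to 5420 normalised CPM among libraries. In siNT with puromycin at 25 µg/mL its 3 libraries had 14.7, 5420 and 1644 CPM.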
